A study of Mus musculus with 15 samples. Its data were reported in "Multi omics analysis of fibrotic kidneys in two mouse models" (2019).

How the data were processed

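Small RNA was sequenced from kidneys of mice in the unilateral ureteral obstruction (UUO) model, in which the ureter of one kidney is tied off and the obstructed kidney becomes fibrotic over days to weeks. The samples comprised 3 normal kidneys, taken before obstruction (day 0), and 4 kidneys at each of day 3, day 7 and day 14 after obstruction, 15 samples in all. The group and the replicate number of each sample were taken from its title.

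Per the study's methods, the authors isolated total RNA, prepared small RNA libraries from it and sequenced them as single-end reads. The authors checked read quality with FastQC, trimmed adapters with atropos, aligned the trimmed reads to mouse miRBase with seqbuster inside the bcbio-nextgen pipeline, and loaded the result into R with bcbioSmallRna and isomiRs to obtain normalized expression. The deposited values are on a log2 scale, 1 value per mature miRNA and sample, after normalization by the authors. The transformation was not stated. The values ran from -2.10 to 21.59 and behaved as a regularized log, in which low values are drawn towards the mean of each miRNA. In such values the fold change of a miRNA with few reads is understated. Each sample listed the same 1119 miRNAs. No read counts were used here, so the number of reads assigned to miRNAs in each sample is unknown and no counting error or detection floor is given.

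Because there is no common floor, absence of reads was recognised from the values of each miRNA. Among the 327 miRNAs with a mean between -2 and 1, a sample's value lay either within 0.08 of the lowest value of that miRNA or clearly above it, and 7 of 4905 values fell within 0.01 of that boundary. A miRNA was tested when its mean was at least 1, or when at least 3 samples lay more than 0.08 above its lowest value. This kept 880 miRNAs and left out 239.

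Differential expression was tested on the values as deposited with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend). All 15 samples and 4 groups entered 1 model with 11 residual degrees of freedom. The 6 pairwise contrasts and a joint test of the 3 time points against normal were computed. A miRNA was called changed at a Benjamini-Hochberg adjusted p-value under 0.05. The script was tested on simulated data in which 200 miRNAs were changed by a log2 fold change of 1 at day 14. It recovered 97% of them with the right sign, 6.28% of its calls were false, and it made 0 calls at day 3, where no change had been simulated.

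Principal component analysis and Euclidean distances between group centroids used the 880 tested miRNAs. The distances were tested with an exact permutation test over all splits of the samples of both groups. The number of low miRNAs above their lowest value, and the levels of mmu-miR-21a-5p and mmu-miR-192-5p, were compared with exact permutation tests of the group means, two-sided. The two-sided p-value was computed by doubling the p-value of the smaller tail. With 3 normal and 4 UUO samples the smallest p-value of a test so computed is 0.0571. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Correlations over 12 samples used 100000 permutations.

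The named miRNAs were chosen by rule. They comprised mmu-miR-21a-5p and mmu-miR-192-5p, which the study discusses. Added to these, from miRNAs above the median level of the tested miRNAs (4.11), were the 5 with the largest mean rise and the 5 with the largest mean fall among those changed in the same direction at all 3 time points with all 12 UUO samples on one side of all 3 normal samples. The 3 with the largest rise and the 3 with the largest fall from day 3 to day 14, without overlap between the samples of those days, were also taken. Hairpin positions and the genes around them came from the GRCm38 annotation, the assembly also known as mm10, and 873 of the 880 tested miRNAs (99.2%) had a position.

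The alternatives comprised centring each sample on its median, quantile normalization, no filter on low miRNAs, only miRNAs in the upper part by mean level, eBayes without the trend or with robust estimation, a fit of only the groups compared, removal of the 10 highest miRNAs, the replicate number as a block, and removal of each sample in turn. The grouping, the tests, the naming rule and these alternatives were set before the data were examined. Reads of other small RNA classes, and the mRNA, protein and folic acid data of the study, were not analysed here.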

Results

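The expression of mature miRNAs was measured by small RNA sequencing in 15 mouse kidneys. The 3 normal kidneys served as the reference (day 0), and 4 kidneys each were collected at day 3, day 7 and day 14 of UUO. All values are log2 normalized expression. The number of replicates is 3 for normal and 4 for each UUO time point throughout, and errors of group means are SD.

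The number of reads assigned to miRNAs in each sample is unknown, and the sequenced reads per sample are among the values the study reported. The sum of the values on a linear scale, which reflects the authors' normalization rather than depth, was 13.8 ± 0.497 M in normal, 12.4 ± 0.0942 M at day 3, 13.3 ± 0.254 M at day 7 and 14.1 ± 0.0983 M at day 14. A small number of miRNAs held most of this sum. The 10 highest miRNAs held 71.2% ± 0.953 in normal, 70.5% ± 0.339 at day 3, 71.0% ± 0.180 at day 7 and 72.1% ± 0.189 at day 14. The highest was mmu-miR-10a-5p, with a mean of 18.9% of the sum. The share of mmu-miR-21a-5p was 1.55% ± 0.043 in normal and 5.46% ± 0.29 at day 3, and that of mmu-miR-192-5p was 8.50% ± 0.49 in normal and 2.76% ± 0.25 at day 14.

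The 880 tested miRNAs were reduced to principal components, as a view of how the kidneys of each time point lay relative to one another. PC1 held 56.3% of the variance, PC2 10.9% and PC3 9.18%. PC1 ordered the groups by time, with means of -13.1 ± 0.439 for normal, -0.453 ± 0.314 for day 3, 2.09 ± 2.27 for day 7 and 8.22 ± 1.60 for day 14. The day 3 and day 7 samples overlapped on PC1, because replicate 1 of day 7 had a score of -1.22 while the other 3 day 7 samples lay between 2.54 and 3.85. Each of the 15 samples was nearest to the centroid of its own group when the sample itself was left out of that centroid.

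**Figure D1:**
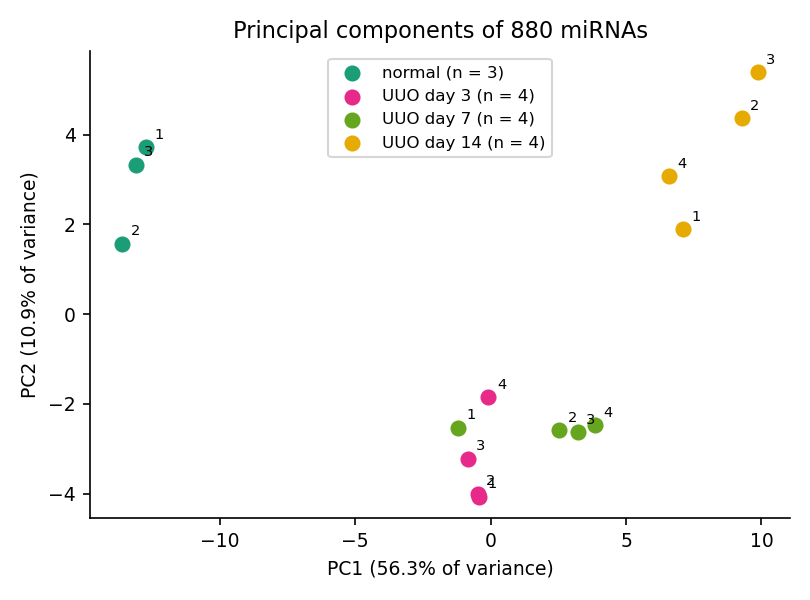
Principal component scores of the 15 samples from the log2 values of 880 miRNAs, with PC1 on the horizontal and PC2 on the vertical axis; each point is 1 kidney, coloured by group and numbered by replicate. Normal samples lie between -13.6 and -12.7 on PC1, day 14 samples between 6.60 and 9.87, and day 3 and day 7 samples between them.

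The distance between group centroids, in log2 units over 880 miRNAs, was 14.8 from normal to day 3, 16.5 from normal to day 7 and 21.4 from normal to day 14. Between UUO time points it was 7.97 from day 3 to day 7, 9.75 from day 7 to day 14 and 11.7 from day 3 to day 14. The mean distance of samples to their own centroid ranged from 4.72 to 5.61 over the 6 pairs. Day 3 and day 7 were thus the closest pair, and every pair was farther apart than its samples were from their own centroids. The exact permutation p was 0.0286 for each of the 6 pairs, the smallest this design allows, and 0.0286 after Benjamini-Hochberg adjustment. The alternative that moved the distances most was scaling each miRNA to unit variance, which gave 35.3 from normal to day 3 and 24.5 from day 3 to day 7, the smallest of the 6 there too.

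The number of low miRNAs above their lowest value was compared as a measure of how many rare miRNAs gave reads. Of the 327 miRNAs considered, 41.0 ± 12.5 were above their lowest value in normal samples, 112 ± 9.06 at day 3, 106.5 ± 32.6 at day 7 and 99.5 ± 19.2 at day 14. The differences from normal were 71, 65.5 and 58.5 miRNAs. All 12 UUO samples, from 58 to 129 miRNAs, lay above all 3 normal samples, from 27 to 51. The two-sided exact permutation p was 0.0571 for each day, the smallest possible with 3 and 4 samples, so this comparison cannot reach p = 0.05. With miRNAs of a mean up to 2 the difference at day 3 was 87.5. Within the 12 UUO samples this number was related to the value given to miRNAs without reads. That value would move with the size of the library in a regularized log, but this was not tested here. Pearson's r was -0.899 (permutation p = 0.00026, Benjamini-Hochberg adjusted p = 0.00078 over 3 relations) and Spearman's rho was -0.776 (permutation p = 0.0045). Without the 2 samples farthest from the median of that value, r was -0.802. The relation was not recomputed within time points, which hold 4 samples each.

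The levels of mmu-miR-21a-5p and mmu-miR-192-5p were examined because the study presents both as miRNAs of the injured kidney. The hairpin of mmu-miR-21a-5p lies on chromosome 11, from 86584067 to 86584158 on the minus strand (GRCm38), within an exon of Vmp1. Its log2 expression was 17.70 ± 0.072 in normal, 19.36 ± 0.070 at day 3, 19.14 ± 0.22 at day 7 and 19.33 ± 0.12 at day 14. The log2 fold change against normal was 1.66 at day 3, 1.44 at day 7 and 1.63 at day 14, each with a standard error of 0.096. The adjusted p-values from limma were 9.79e-11, 6.12e-10 and 3.74e-11. No further rise was found after day 3. The difference between day 14 and day 3 was -0.033, smaller than its standard error of 0.089, with an adjusted p of 0.814.

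The hairpin of mmu-miR-192-5p lies between genes on chromosome 19, from 6264844 to 6264932 on the plus strand. Its log2 expression was 20.16 ± 0.092 in normal, 19.48 ± 0.051 at day 3, 19.24 ± 0.19 at day 7 and 18.57 ± 0.14 at day 14. The log2 fold change against normal was -0.68, -0.92 and -1.59, with a standard error of 0.090 and adjusted p-values from limma of 7.43e-06, 1.01e-07 and 2.59e-11. Unlike mmu-miR-21a-5p it continued to change, by -0.91 from day 3 to day 14 (standard error 0.084, adjusted p = 1.16e-07). At each day all 4 UUO samples lay above all normal samples for mmu-miR-21a-5p and below them for mmu-miR-192-5p. The exact permutation p was 0.0571 in each of these 6 comparisons, the smallest this two-sided test can give, and 0.0571 after adjustment. The alternative that moved mmu-miR-192-5p most at day 3 was quantile normalization, which gave a log2 fold change of -0.46 with a limma adjusted p of 4.31e-05.

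**Figure D2:**
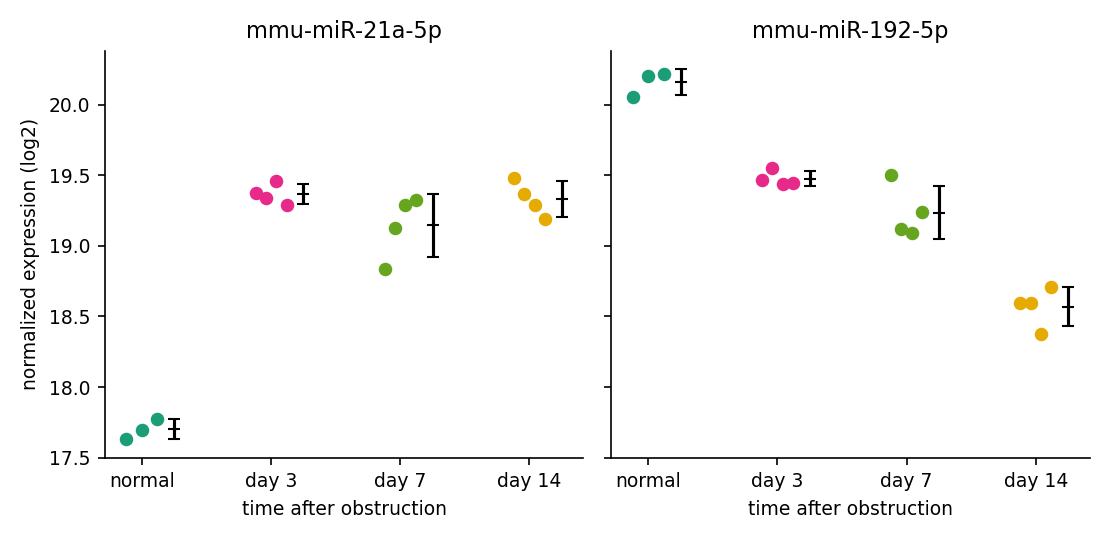
Log2 normalized expression of mmu-miR-21a-5p and mmu-miR-192-5p in normal kidneys and at day 3, day 7 and day 14 of UUO; each point is 1 kidney, and the black bar with whiskers beside the points is the group mean ± SD. The mmu-miR-21a-5p level is 17.70 in normal and 19.36 at day 3, and the mmu-miR-192-5p level falls from 20.16 in normal to 18.57 at day 14.

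To find which miRNAs change after obstruction, each time point was compared with normal over the 880 tested miRNAs. The study lists the normal mice as having had no surgery, and no operated but unobstructed kidneys were among the samples. Effects of the operation itself can therefore not be told apart from those of obstruction. At day 3, 270 miRNAs were changed, 142 up and 128 down. At day 7, 316 were changed, 171 up and 145 down. At day 14, 406 were changed, 231 up and 175 down. Changes of at least 1 on the log2 scale were fewer, with 38 up and 11 down at day 3, 40 up and 24 down at day 7, and 84 up and 51 down at day 14. Across the 4 groups together, 434 miRNAs were changed. Among the alternatives, leaving out replicate 3 of the normal samples gave 238 changed miRNAs at day 3. Testing only the 440 miRNAs in the upper part by mean level gave 311 at day 14, fewer changed miRNAs out of a smaller number tested.

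The balance between miRNAs up and down depended on the normalization. With samples centred on their median, 117 miRNAs were up and 145 down at day 3, 140 up and 153 down at day 7, and 216 up and 173 down at day 14. With quantile normalization, 123 were up and 143 down at day 3, 144 up and 162 down at day 7, and 180 up and 204 down at day 14. The majority of miRNAs up at day 3 and day 7 was thus reversed under both, and that at day 14 under quantile normalization.

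**Figure D3:**
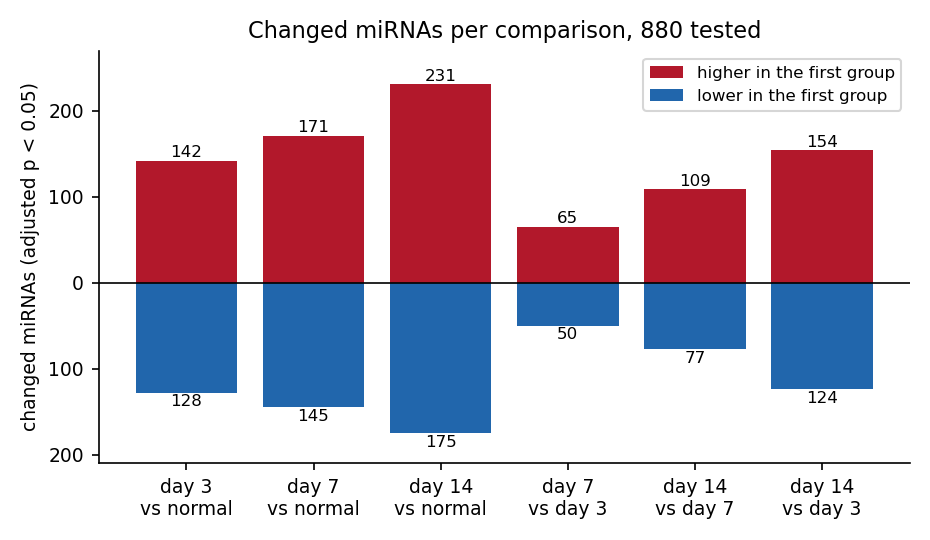
Number of miRNAs with an adjusted p-value under 0.05 in each of the 6 comparisons, out of 880 tested; bars above 0 count miRNAs higher in the first-named group and bars below 0 those lower in it. The bars are longest for day 14 against normal (231 up, 175 down) and shortest for day 7 against day 3 (65 up, 50 down); at day 3 and day 7 against normal the excess of miRNAs up turns into an excess down when samples are centred on their median or quantile normalized, and at day 14 when they are quantile normalized.

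Consecutive time points differed less. Between day 3 and day 7, 115 miRNAs were changed, 65 up and 50 down, of which 0 rose and 2 fell by at least 1 on the log2 scale. Between day 7 and day 14, 186 were changed, 109 up and 77 down. Centring on the median gave 121 up and 56 down, and quantile normalization gave 84 up and 97 down. Between day 3 and day 14, 278 were changed, 154 up and 124 down. Centring on the median gave 172 up and 86 down, and quantile normalization gave 130 up and 131 down. The count between day 3 and day 7 was the least stable, at 79 with quantile normalization.

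Samples of different groups share replicate numbers in the labels, so a fit with the number as a replicate block was set beside the fit without it. The labels give a number within each group and state no pairing. The study lists a separate mouse for each sample, so the block does not pair samples of the same mouse. With the replicate block, 261 miRNAs were changed at day 3, 294 at day 7 and 403 at day 14 against normal, compared with 270, 316 and 406 without it. Between UUO time points the block gave 105, 178 and 280 changed miRNAs for day 7 against day 3, day 14 against day 7 and day 14 against day 3, compared with 115, 186 and 278. Across the 4 groups both fits gave 434. Samples with the same number did not deviate together. The mean correlation of their deviations from the group means was -0.000499 over 21 pairs, compared with 0.000194 over 63 pairs with different numbers. Deviations from a group mean cancel out within the group, which ties these values together, so the latter is not an independent comparison.

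Changes persisted over the time course. Of the tested miRNAs, 200 were changed at all 3 time points, 108 up and 92 down at each, while 107 were changed at day 14 alone, 31 at day 3 alone and 396 at none. Among the 108 up throughout, 63 were higher at day 14 than at day 3 and 5 lower. Among the 92 down throughout, 54 were lower still at day 14 and 1 higher. Across miRNAs, the log2 fold changes of day 3 and day 7 correlated with r = 0.875, those of day 3 and day 14 with r = 0.852, and those of day 7 and day 14 with r = 0.898. These correlations are across miRNAs, which are not independent replicates, and the contrasts share the same 3 normal samples. Sharing these samples makes the fold changes and calls of different days alike even without a change, by an amount not computed here. Of the 230 miRNAs changed at both day 3 and day 14, 4 had opposite signs at those days.

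Of the 93 miRNAs eligible as up at all 3 time points, the largest mean rise was that of mmu-miR-298-5p, whose hairpin lies between genes on chromosome 2 (174267504 to 174267585, minus strand). It rose from 6.79 ± 0.23 in normal to 9.20 ± 0.027 at day 3, 9.28 ± 0.32 at day 7 and 9.50 ± 0.14 at day 14. The log2 fold changes were 2.41, 2.49 and 2.71, with a standard error of 0.14 and limma adjusted p-values of 9.79e-11, 7.23e-11 and 9.60e-12. Both arms of one hairpin followed. mmu-miR-212-3p rose by 1.84, 1.75 and 2.22 and mmu-miR-212-5p by 1.59, 1.70 and 2.16 at day 3, day 7 and day 14. That hairpin lies on chromosome 11 (75173388 to 75173478, plus strand) in an intron of a non-coding processed transcript. mmu-miR-146b-5p, in an intron of Mfsd13a on chromosome 19 (46342762 to 46342870, plus strand), rose by 1.43, 1.93 and 2.08. mmu-miR-214-3p, on chromosome 1 (162223368 to 162223477, plus strand) in an exon of Dnm3os and opposite an intron of Dnm3, rose by 1.35, 1.68 and 2.35. Its rise from day 3 to day 14 was 1.00 with a standard error of 0.082 (limma adjusted p = 1.96e-08). For these miRNAs every adjusted p-value against normal was 2.98e-06 or lower.

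Of the 77 miRNAs eligible as down at all 3 time points, mmu-miR-3470b and mmu-miR-690 fell most on average. Both lie on chromosome 16 in introns, Mir3470b opposite Gramd1c (44013852 to 44013977, plus strand) and Mir690 within Fgf12 (28599935 to 28600043, minus strand). mmu-miR-3470b was 7.87 ± 0.65 in normal and 4.79 ± 0.26, 4.80 ± 0.21 and 4.76 ± 0.17 at day 3, day 7 and day 14, with log2 fold changes of -3.08, -3.06 and -3.11 (standard error 0.22). mmu-miR-690 was 8.14 ± 0.55 in normal, and its log2 fold changes were -2.76, -2.36 and -2.39 (standard error 0.18). The spread of both was larger among the normal samples than in any UUO group, and from day 3 to day 14 neither passed the threshold (limma adjusted p = 0.94 and 0.109). For mmu-miR-690 this depends on the variance shared with the normal samples. All 4 day 14 samples lay above all 4 day 3 samples, but only just. The lowest day 14 sample was at 5.516 and the highest day 3 sample at 5.515. A limma fit of these 2 groups alone gave an increase of 0.37 with an adjusted p of 0.0379. The arms of Mir3073b, opposite an intron of Aspg on chromosome 12 (112109250 to 112109309, minus strand), had a lower mean at each later day. mmu-miR-3073b-5p had log2 fold changes of -1.28, -1.73 and -2.75, and mmu-miR-3073b-3p of -1.02, -1.60 and -2.74. From day 3 to day 7 mmu-miR-3073b-5p did not pass the threshold (-0.45, limma adjusted p = 0.133). mmu-miR-3073b-3p did so narrowly (-0.59, adjusted p = 0.0493). mmu-miR-190a-5p, in an intron of Tln2 on chromosome 9 (67236660 to 67236726, minus strand), had log2 fold changes of -0.84, -2.13 and -2.46. The largest adjusted p-value against normal among these 5 was 0.00396, for mmu-miR-190a-5p at day 3.

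**Figure D4:**
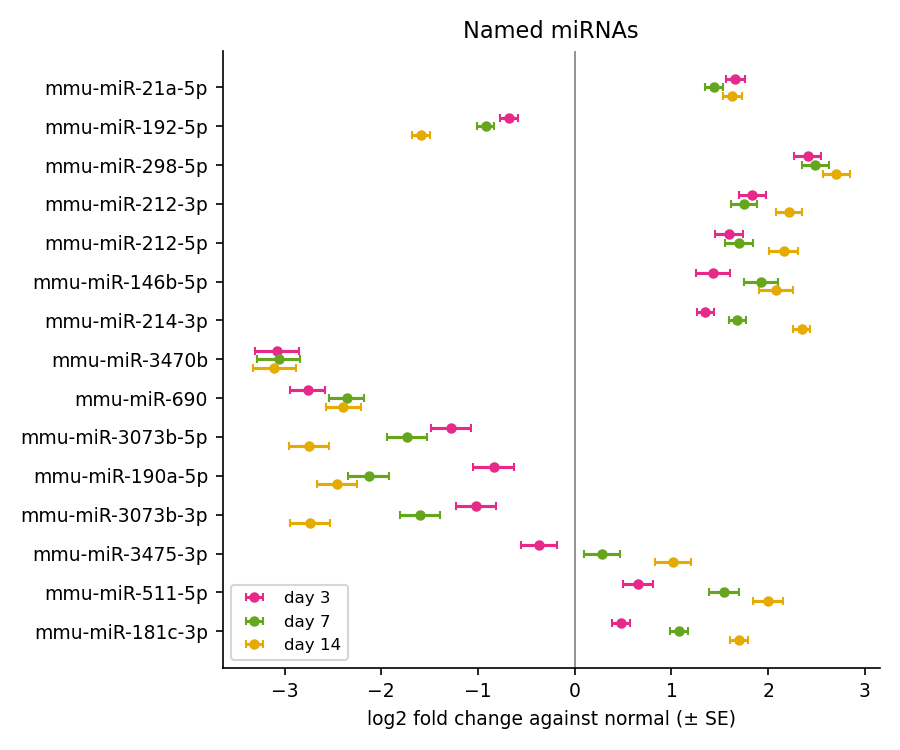
Log2 fold change against normal (horizontal axis) of the 15 named miRNAs (vertical axis) at day 3, day 7 and day 14 of UUO; points are limma estimates and whiskers their standard errors, from 3 normal and 4 UUO samples per day. mmu-miR-298-5p reaches 2.71 and mmu-miR-3470b -3.11 at day 14, and mmu-miR-3475-3p is -0.37 at day 3 and 1.02 at day 14.

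From day 3 to day 14, 118 eligible miRNAs rose and 96 fell. The largest rise was that of mmu-miR-3475-3p, between genes on chromosome X (140310948 to 140311012, plus strand), at 1.39 ± 0.17 (log2 fold change ± standard error, limma adjusted p = 3.83e-06). Against normal it did not pass the threshold at day 3 (-0.37, adjusted p = 0.141) or day 7 (0.28, adjusted p = 0.278), and was up by 1.02 at day 14 (adjusted p = 0.000124). mmu-miR-511-5p, in an intron of Mrc1 on chromosome 2 (14261003 to 14261081, plus strand), rose by 1.34 ± 0.14 (adjusted p = 7.38e-07), from 4.34 ± 0.18 (SD) at day 3 to 5.68 ± 0.11 at day 14. mmu-miR-181c-3p, in an intron of Nanos3 on chromosome 8 (84178873 to 84178961, minus strand), rose by 1.22 ± 0.087 (adjusted p = 2.63e-09). The 3 largest falls were those of mmu-miR-3073b-3p (-1.72 ± 0.19), mmu-miR-190a-5p (-1.62 ± 0.19) and mmu-miR-3073b-5p (-1.47 ± 0.19), with limma adjusted p-values of 1.10e-06, 2.52e-06 and 6.35e-06.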

Values the study reported

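The study put the mean yield of its obstruction small RNA libraries at 20 M reads. It assigned 50% of them to miRNAs and counted about 700 miRNA genes. By sample it listed 593 to 650 miRNAs in the normal samples, 775 to 799 at day 3, 710 to 804 at day 7 and 730 to 785 at day 14. The sequenced reads per sample ran from 21.1 to 26.9 M in normal samples and from 19.1 to 29.4 M in UUO samples. Replicate 2 of day 7 had 19.4 M, the fewest of that day, and replicate 3 of day 3 had 19.1 M, the fewest of all samples.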

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

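The library-size tests of the number of low miRNAs and of replicate 2 of day 7, the position test of replicate 1 of day 7 the library-size test of replicate 3 of day 3 and the ranks of the miRNAs with opposite changes were chosen only after the result was seen. A sample far from its group was looked for in 60 groups of 4 samples. It was found in 5, where chance alone gives about 3, so these 5 form no pattern by their number. In the tests of library size, the value given to miRNAs without reads stood in for it, and whether that value follows the size of the library was not tested.

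In replicate 2 of day 7, 58 low miRNAs were above their lowest value, while the other 3 samples of that day had 119 to 129. Library size was weighed for this sample and for the lower numbers in normal samples. Within the 12 UUO samples the number fell as the value given to miRNAs without reads rose (Pearson r = -0.899, permutation p = 0.00026, Spearman rho = -0.776, permutation p = 0.0045, and r = -0.802 without the 2 samples farthest from the median). For replicate 2 of day 7, a line fitted to the other 11 UUO samples predicted 77.4 miRNAs, a residual of -19.4, while the residuals of those 11 ran from -13.8 to 12.0. Its value for miRNAs without reads, -2.0760, lay beyond those of the other 11 (-2.0855 to -2.0776), so the line was extended to reach it. By this line, library size left part of its low number unexplained. On a line through all 12 UUO samples, which this sample helped to set, its residual was -11.1, inside the residuals of -14.5 to 12.9. The study also listed the fewest sequenced reads of its day for this sample. It listed fewer still for replicate 3 of day 3, which had 110 low miRNAs above their lowest value. Sequenced reads alone therefore do not account for the low number. The reads assigned to miRNAs are unknown, so a smaller library in that sense remains a candidate explanation for at least part of the low number. No biological explanation was tested for it. On the line through all 12 UUO samples, 1 of 3 normal samples lay inside the UUO residuals, and the others were at -15.8 and 15.2, on either side. The normal values for miRNAs without reads, -2.0747 to -2.0667, all lay beyond those of the UUO samples, so this line was extended too. The line fitted to 11 UUO samples was not applied to the normal samples. The lower number in normal kidneys can therefore not be told apart from a difference in library size. The sequenced reads per sample quoted from the study above were no lower in normal samples, but the reads assigned to miRNAs were not used here.

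Replicate 1 of day 7 stood apart from the other 3 day 7 samples for 2 miRNAs. Its mmu-miR-298-5p level was 8.81, with the others from 9.38 to 9.48, and its mmu-miR-3073b-5p level was 6.40, with the others from 5.50 to 5.64. It also had the lowest PC1 score of its group, -1.22, below the day 3 samples as well (-0.845 to -0.078). Its distance to the normal centroid was 14.07, against 15.19 to 15.67 for the day 3 samples. A mislabelled day 3 sample was tested on an axis drawn from day 3 (0) to day 14 (1) without any day 7 sample. Replicate 1 was at 0.167, outside the day 3 samples at -0.011 to 0.144, and the other day 7 samples were at 0.423 to 0.499. Its distance to the day 3 centroid was 8.15, above the largest of the day 3 samples, 6.54. The margin on the axis was small, but neither part of the test went the way a swapped label would. Its value for miRNAs without reads, -2.084, lay within the range of the other day 7 samples, which goes against library size as far as that value stands in for it. A difference in library batch was not tested. A slower course of injury in this kidney is a hypothesis that remains.

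Replicate 3 of day 3 stood apart from its group for mmu-miR-190a-5p, at 9.78 with the others from 9.35 to 9.38, and for mmu-miR-3475-3p, at 4.45 with the others from 4.98 to 5.01. Library size was examined by 2 rules. By the rule used for replicate 1 of day 7, its value for miRNAs without reads, -2.083, lay outside the other day 3 samples (-2.0846 to -2.0840), which points to library size. By a rule of size, added because those 3 samples lie very close together, it differed from their mean by 0.00116, less than the SD of 0.00306 over the 12 UUO samples, which points the other way. The rules disagree, and the study listed the fewest sequenced reads of all samples for this one, so library size cannot be excluded. Both miRNAs were chosen for their change from day 3 to day 14, so their place on that course was not tested on them, and no biological explanation was tested.

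For 4 miRNAs the change at day 3 and the change at day 14 against normal had opposite signs, and their day 14 and day 3 levels differed in limma. mmu-miR-10b-5p was at -0.36 and then 0.26, a difference of 0.62 (adjusted p = 1.13e-06). mmu-miR-181a-5p was at -0.23 and 0.82, a difference of 1.06 (adjusted p = 2.23e-09). mmu-miR-24-3p was at -0.21 and 0.25, a difference of 0.46 (adjusted p = 1.64e-05). mmu-miR-802-3p was at 0.40 and -0.48, a difference of -0.88 (adjusted p = 1.45e-06). The authors' normalization was tested by rescaling the samples, and 2 of the 4, mmu-miR-181a-5p and mmu-miR-802-3p, stayed opposite and changed at both days under both rescalings. With samples centred on their median, mmu-miR-10b-5p stayed opposite and changed, at -0.44 (adjusted p = 0.000712) and 0.23 (adjusted p = 0.0422). With quantile normalization it was at -0.11 and 0.09, with adjusted p-values of 0.238 and 0.307. With quantile normalization mmu-miR-24-3p was at -0.22 and -0.052, so its sign at day 14 flipped. With samples centred on their median, mmu-miR-24-3p no longer passed at day 14 (adjusted p = 0.0671). Quantile normalization sets a value by rank alone. Over the 15 samples mmu-miR-10b-5p was at ranks 2 to 3 and mmu-miR-24-3p at ranks 54 to 60, and the values given to those ranks differed by at most 0.27 and 0.30, against 0.90 for mmu-miR-181a-5p and 1.02 for mmu-miR-802-3p. These ranges cover the ranks that each miRNA itself took, so they cannot show whether the rescaling limited its change. The rescalings disagree for mmu-miR-10b-5p and neither kept mmu-miR-24-3p, so the normalization cannot be excluded for either.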

How the results depend on the processing

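Of the 58 results examined, 887 values were computed under the alternatives, and 882 kept their direction and their side of the threshold, or stayed within the range set for a count or a value. The other 5 concern the comparison of day 7 with day 3 and the number of low miRNAs at day 3. All 42 results examined for named miRNAs, with mmu-miR-21a-5p and mmu-miR-192-5p among them, kept their direction and their adjusted p-value under 0.05 in every fit run. Of these, 36 concern miRNAs chosen from the same data for large changes that passed this threshold, so their stability was partly built in. Several alternatives also leave the estimated fold change as it is, so they cannot turn its direction. The change of mmu-miR-690 from day 3 to day 14, which is not among the 42 results, passed the threshold only when these 2 groups were fitted alone (limma adjusted p = 0.0379).

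The count of changed miRNAs between day 7 and day 3, 115 as reported, ran from 59 to 131 across the 8 fits that each left out 1 sample, and the cause was not tested. Under the other alternatives it ran from 79 to 132. The number of low miRNAs above their lowest value differed by 71 between day 3 and normal. It differed by 87.5 when miRNAs with a mean up to 2 were included, an alternative chosen after seeing the data. That alternative counted over 399 miRNAs rather than 327, so the differences are not over the same set. No other cause was tested. The same alternative gave 81.0 at day 7 and 70.5 at day 14, each within the spread of that group.

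The counts against normal moved less. Over the alternatives they ran from 251 to 274 at day 3, from 268 to 330 at day 7 and from 311 to 404 at day 14. Across the fits that each left out 1 sample they ran from 238 to 257, from 279 to 313 and from 368 to 415. For day 14 against day 7, 186 as reported, the alternatives gave 156 to 186 and the fits that left out 1 sample 141 to 186. For day 14 against day 3, 278 as reported, they gave 258 to 280 and 227 to 275. The order of the 3 counts against normal held in each fit of all samples.

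Without the filter, 161 miRNAs that lay above their lowest value in at most 1 sample also entered the test, and 9 of them were called at day 3, all lower than normal, with a median absolute change of 0.083. The cause of these calls was not tested. Alternatives of at least 5 counts for detection and of rarefied counts were not run, since no counts were used here. Removal of the 10 highest miRNAs was run on the values as deposited, without recomputing the normalization. Since the reads assigned to miRNAs are unknown, the smallest level that could be detected in a sample cannot be given.

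Other splits of the same samples were tested for each count. For each of the 6 pairwise comparisons, 8 splits part as many same-numbered samples as the real one, and 1 of the 8, the real one, gave as many changed miRNAs. A share below 0.05 is not possible with these 8 splits alone. The highest count of the other splits of that kind was 88 for day 3, 22 for day 7 and 301 for day 14 against normal. The 27 splits that part fewer same-numbered samples gave at most 109, 249 and 274, and 0 of them reached the real count. The study lists a separate mouse for each sample, so the numbers do not pair samples of the same mouse. The 8 splits therefore have no special standing by design. Over both kinds of split together, only the real split reached the real count. Over the 4 groups, 1 of 100 splits gave as many as 434, the real one, and the next gave 208.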

Other observations

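The hypotheses below were stated before their tests were run. The cell-type lists were written from general knowledge of these miRNAs before their values were looked up, while the tests of hairpins with both arms at a high level, of clusters without the largest, of pairs by their own distance and of the cell-type lists by hairpin were chosen only after the result was seen.

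The files list 1119 miRNAs. That is higher than the number of annotated miRNA genes quoted from the study above. The files also list miRNAs without reads in most samples, so the counts are not of the same thing.

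RNA from immune cells is a candidate explanation for part of the rise in UUO. A list of 9 miRNAs known from immune cells (both arms of mmu-miR-142a, mmu-miR-223 and mmu-miR-342, and the 5p arms of mmu-miR-150, mmu-miR-155 and mmu-miR-146a) had a median log2 fold change of 1.48 at day 14, at percentile 99.98 of 10000 random lists matched on level, and 9 of 9 had a positive fold change. All 9 were also positive with samples centred on their median and with quantile normalization, with medians of 1.45 and 1.35. The arms of one hairpin are not independent, and averaged by hairpin the list has 6 members, with a median of 1.13 at percentile 99.5 and a positive fold change in 6 of 6. At day 3 the median of the 9 was 0.89, with 7 of 9 positive. This is what more RNA from such cells would give, but a rise of these miRNAs within kidney cells would look the same in whole tissue.

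Less RNA from tubule cells was tested with a list of 6 miRNAs of the renal tubule. The median log2 fold change at day 14 was -1.14, at percentile 0.08 of the random lists, and 5 of 6 had a negative fold change, under both rescalings as well. Averaged by hairpin the list has 5 members, with a median of -0.77 at percentile 0.69. The exception was mmu-miR-204-5p, at 0.90. The list is not independent of the report, because mmu-miR-192-3p comes from the same hairpin as mmu-miR-192-5p, whose fall was already known. Averaging by hairpin also does not remove any dependence between hairpins encoded close together. Loss of tubule RNA may therefore explain the list as a whole but not mmu-miR-204-5p.

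miRNAs encoded in one cluster, a run of hairpins in which each starts within 10 kb of the next, had similar fold changes. Over 656 pairs of hairpins of the same cluster, the mean product of their standardized log2 fold changes at day 14 was 0.604 (permutation p = 0.0001, the smallest that 10000 shuffles can give). In 412 of these pairs the hairpins themselves start within 10 kb of each other, and over those it was 0.649 (permutation p = 0.0001). Reads shared between related miRNAs were examined by leaving out pairs with the same family number, and over the remaining 600 pairs it was 0.595 (permutation p = 0.0001). Related miRNAs with different numbers remain among these pairs, so shared reads cannot be excluded. Without the largest cluster, over 250 pairs, it was 0.787 (permutation p = 0.0001). A shared primary transcript may explain this, but it cannot be told apart from shared reads. In 14 of 17 clusters with at least 3 hairpins, all members had a fold change of the same sign, whether or not each member was changed, and 12 of these did so under both rescalings as well. The exceptions were the clusters of Mir23b and Mir466e on chromosomes 13 and 2, which had 1 sign as deposited and when centred but not with quantile normalization.

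The largest cluster, 29 hairpins on chromosome 12 with starts from 109709060 to 109743715, had a positive fold change at day 14 in 29 of 29, from 0.075 to 1.24 with a median of 0.49, and in 29 of 29 under both rescalings. The 7 hairpins of the nearby Mir127 cluster all had a positive fold change in the same 3 scalings, with a median of 0.69. Among related clusters the directions differed. The 6 hairpins of the Mir17 cluster on chromosome 14 had positive fold changes with a median of 0.34, and the 4 hairpins of the Mir106a cluster on chromosome X had negative fold changes with a median of -1.54, in each case under both rescalings as well. No explanation of this difference was tested.

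The arms of one hairpin mostly changed alike, with r = 0.826 across 251 hairpins, which are not independent replicates. They changed unequally in 70, and in 74.3% of those the arm with the lower level had the smaller change (exact binomial p = 5.85e-05 against 50%). Over all 251 hairpins the lower arm changed less in 64.9%, so much of this share is not particular to the unequal hairpins, and the difference between these shares was not tested. Drawing of low values towards their mean by the authors' normalization may explain part of it. Among the 36 unequal hairpins with both arms above the median level, the lower arm changed less in 18 (exact binomial p = 1), so the explanation does not extend to them.

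mmu-miR-3470b and mmu-miR-690 were high and variable in normal kidneys, at 7.15 to 8.42 and 7.61 to 8.71. Library size was tested within the 12 UUO samples, with the value given to miRNAs without reads standing in for it. The lower of the 2 correlations with that value was 0.04 for mmu-miR-3470b (Pearson, permutation p = 0.901, Spearman rho = 0.175, p = 0.59, and r = 0.52 without the 2 farthest samples). That of mmu-miR-690 was 0.355 (permutation p = 0.259, rho = 0.315, p = 0.322, and r = 0.435 without the 2 farthest), and adjusted p-values over 3 relations were 0.901 and 0.389. The UUO samples do not have the high levels that are to be explained, so this test leaves library size open in the normal samples. There, both miRNAs followed the value given to miRNAs without reads. In replicates 1, 3 and 2 that value was -2.0667, -2.0729 and -2.0747, mmu-miR-3470b was at 8.42, 8.03 and 7.15, and mmu-miR-690 was at 8.71, 8.10 and 7.61. All 3 of these values without reads lay above those of the 12 UUO samples, and 3 samples are too few for a correlation. Library size therefore cannot be excluded. A shift shared by all miRNAs of a sample is a narrower case, which centring on the median would remove. At day 14 against normal, mmu-miR-3470b was at -3.13 when centred and -3.21 when quantile normalized. mmu-miR-690 was at -2.42 and -2.50. This argues against such a shift as the source of the fall of these 2 miRNAs. Reads from fragments of other RNAs, and a difference in handling between normal and UUO kidneys, were not tested, so the fall of these miRNAs cannot be called biological.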
